# Sphingolipid Synthesis Inhibition by Myriocin Administration Enhances Lipid Consumption and Ameliorates Lipid Response to Myocardial Ischemia Reperfusion Injury

**DOI:** 10.3389/fphys.2019.00986

**Published:** 2019-08-09

**Authors:** Fabiola Bonezzi, Marco Piccoli, Michele Dei Cas, Rita Paroni, Alessandra Mingione, Michelle M. Monasky, Anna Caretti, Chiara Riganti, Riccardo Ghidoni, Carlo Pappone, Luigi Anastasia, Paola Signorelli

**Keywords:** sphingolipids, ceramide, myriocin, ischemia, reperfusion, metabolism

## Abstract

Myocardial infarct requires prompt thrombolytic therapy or primary percutaneous coronary intervention to limit the extent of necrosis, but reperfusion creates additional damage. Along with reperfusion, a maladaptive remodeling phase might occur and it is often associated with inflammation, oxidative stress, as well as a reduced ability to recover metabolism homeostasis. Infarcted individuals can exhibit reduced lipid turnover and their accumulation in cardiomyocytes, which is linked to a deregulation of peroxisome proliferator activated receptors (PPARs), controlling fatty acids metabolism, energy production, and the anti-inflammatory response. We previously demonstrated that Myriocin can be effectively used as post-conditioning therapeutic to limit ischemia/reperfusion-induced inflammation, oxidative stress, and infarct size, in a murine model. In this follow-up study, we demonstrate that Myriocin has a critical regulatory role in cardiac remodeling and energy production, by up-regulating the transcriptional factor EB, PPARs nuclear receptors and genes involved in fatty acids metabolism, such as VLDL receptor, Fatp1, CD36, Fabp3, Cpts, and mitochondrial FA dehydrogenases. The overall effects are represented by an increased β–oxidation, together with an improved electron transport chain and energy production. The potent immunomodulatory and metabolism regulatory effects of Myriocin elicit the molecule as a promising pharmacological tool for post-conditioning therapy of myocardial ischemia/reperfusion injury.

## Introduction

Myocardium infarct and heart failure are leading causes of morbidity and mortality in developed countries. When ischemia occurs, immediate thrombolytic therapy or primary percutaneous coronary intervention is required to limit the extent of necrosis (Frank et al., 2012). On the other hand, inevitably, reperfusion induces additive injury, estimated to contribute up to 50% of the infarct lesion, ultimately causing functional impairment and arrhythmia in the post-infarct phase, when damages extend to ventricular dilation, mitral valve regurgitation, loss of contractile force, ionic unbalance, and biochemical, neuroendocrine, and energy metabolism changes. Such a vicious cycle, named “cardiac remodeling,” afflicts approximately 30% of infarcted patients (Picard et al., 1990; Flachskampf et al., 2011; Konstam et al., 2011; Frank et al., 2012; Curley et al., 2018). In the normal heart, fatty acid (FA) and glucose metabolism are both required and tightly regulated, although nearly 70% of cardiac ATP derives from FA oxidation (Park and Goldberg, 2012). Upon ischemia, the myocardium immediately shuts off oxygen-consuming processes, and it temporarily relies on anaerobic glycolysis. This process, while sparing oxygen, results in poor levels of ATP and reduces cell pH because of lactate accumulation. Once blood flow is restored, mitochondrial oxidative phosphorylation is recovered, and aerobic glycolysis and FA oxidation activity are restored. In this recovery phase, depending on the severity of the ischemia/reperfusion (I/R) injury, the overall oxidative metabolism may be depressed, thus reducing energy fueling and contributing to maladaptive myocardial remodeling, which leads to hypertrophy and heart failure. In this latter condition, the myocardium switches to a fetal-like profile that includes down-regulation of myosin heavy chain (MHC) -α and up-regulation of its fetal isoform β (Lowes et al., 1997), associated with contractile dysfunction, low lipid/high glucose metabolic consumption, poor ATP production (Qanud et al., 2008; Karwi et al., 2018) and lipid overload (Schulze et al., 2016). Any given post-conditioning therapy is aimed at limiting I/R additive damages. Unfortunately, anti-inflammatory post-conditioning therapies failed in human trials, indicating that a regulated inflammatory response and its resolution are necessary for functional tissue recovery in the post-infarction phase (Huang and Frangogiannis, 2018).

Recently, a pathological role of lipids metabolism deregulation had been proposed in tissue remodeling. Cardiac adipose tissue surrounds the heart (epicardial and pericardial fat), providing mechanical support. Moreover, myocardium buffers the excess of circulating free FA by metabolic consumption, contributing to total body lipid homeostasis (Antonopoulos and Antoniades, 2017). Advanced morphological and functional assessment enabled the identification of metabolic changes in lipid metabolism in the infarcted myocardium (Wong et al., 2017). Infarcted individuals exhibit an accumulation of fat in the left ventricle that reaches up to 60% throughout the ventricle (from 20% of the basal area only in healthy myocardium) (Pouliopoulos et al., 2013; Sasaki et al., 2015). Increased intra-myocardial fat was related to altered electrical activity (Iozzo, 2011; Chhabra and Gurukripa Kowlgi, 2015; Samanta et al., 2016; Wong et al., 2017) and a direct association was demonstrated between myocardial dysfunction (Schulze, 2009) and fat replacement of fibrous tissue within ischemia-produced scar (Pouliopoulos et al., 2013; Sasaki et al., 2015).

Reduced lipid turnover and accumulation is associated with altered expression and function of peroxisome proliferator activated receptors (PPARs) family of nuclear receptors, regulating FAs metabolism, energy production and anti-inflammatory response (Ravingerova et al., 2011). The three isoforms, PPAR-α, PPAR-β/δ and PPAR-γ are all expressed in the myocardium, although to a different extent, and the α and β/δ subtypes are down-regulated in pathological myocardial inflammation, fetal metabolic profile switch and hypertrophy (Liang et al., 2003; Smeets et al., 2008a,b). Activation of PPAR-γ in infarcted myocardium improved contractile recovery and/or reduced infarct size after ischemia and reperfusion (Yue et al., 2005; Geng et al., 2006; Cao et al., 2007; Liu et al., 2009; Yasuda et al., 2009). Interestingly, PPAR-α and PPAR-γ synthetic agonists are in use as hypolipidemic and antidiabetic drugs and have been reported to protect the heart against ischemia/reperfusion injury (Ravingerova et al., 2011). Ectopic lipid accumulation in the myocardium, and in other tissues, harbors lipid droplets formation, a marker of lipid overload, whose role is to store and coordinate lipid intracellular transfer use and oxidation, by the action of specialized proteins such as lipases and perilipins (Goldberg et al., 2018). Lipid droplets accumulation in cardiac left ventricle can be envisaged in fasting (Trent et al., 2014) or hypoxia (Mazzali et al., 2015). Different species are known to give rise to lipids accrual, with either structural, energetic or signaling roles. Triacylglycerol, cholesterol and retinyl ester lipids, ether lipids as well as lipotoxins, such as free cholesterols, diacylglycerols, and ceramides, are found associated with lipid droplets (Goldberg et al., 2018).

Ceramide, a sphingoid base containing molecule, is an important intermediate forming the membrane components sphingomyelins and glycosphingolipids. Its synthesis, initiated by serine palmitoyl transferase (SPT), is tightly regulated with the synthesis rate of other lipids such as cholesterol and phosphatidylcholine (Ghidoni et al., 2015). Moreover, ceramide cellular content increases significantly upon stress, affecting cell cycle, inflammation, and survival. Ceramide accumulation is also related to reduced PPARs activity (Gao et al., 2015). Ceramide increase and signaling is a pathological hallmark in a variety of diseases, and it is a clinically recognized target in cancer, neurodegenerative, inflammatory and cardiovascular diseases therapies (Maceyka and Spiegel, 2014; Di Pardo and Maglione, 2018; He and Schuchman, 2018).

Myriocin, which is a specific inhibitor of SPT and of ceramide *de novo* synthesis, has been extensively used *in vitro* and *in vivo* in several animal models (Campisi et al., 2017). Myriocin was demonstrated to reduce myocardial ceramide and its related insulin resistance (Ussher et al., 2012; Hodson et al., 2015), as well as oxidative stress (Tippetts et al., 2014; Nelson et al., 2015). Myriocin reduced cardiac dilation and improved contractile function in a murine model of cardiomyopathy (Park et al., 2008). We recently demonstrated that Myriocin post-conditioning by intra-ventricular injection of Myriocin-loaded nanoparticles significantly reduces I/R lesion and inflammation in the first hours after reperfusion (Reforgiato et al., 2016) (patent number: US 9925160 B1). Moreover, it has been shown that dietary administration of Myriocin in the post-infarction phase ameliorates myocardial remodeling and function (Ji et al., 2017). The present data demonstrate that this molecule is able to modulate cell metabolism and to promote the activation of genes involved in the control of inflammation and of lipid consumption to produce energy.

## Materials and Methods

### Solid Lipid Nanocarriers (SLN)–Myriocin Preparation

Solid lipid nanocarriers (SLN) loaded with myriocin (SLN/myr, 1 mM) were prepared as previously described (Caretti et al., 2014) by Nanovector S.r.l., Italy, and stored at −80°C until use. SLN/myr stock was diluted 1:4 in 0.9% NaCl sterile solution.

### Ethics Statement

Animal studies were conducted in accordance with the Guide for the Care and Use of Laboratory Animals (National Institutes of Health, Publication No. 85–23, revised 1996) and with the ARRIVE guidelines and adhered strictly to the Italian Ministry of Health guidelines for the use and care of experimental animals. Authorization number 361/2017-PR by the Italian Institute of Health (Istituto Superiore della Sanità).

### Left Anterior Descending (LAD) Coronary Ligature

We used male C57BL/6N mice (Charles River Laboratories Italia, Italy), 8–10 weeks old. Animals were anesthetized by intraperitoneal injection of Medetomidine, 0.5 mg/Kg (Orion Pharma S.r.l.) and Ketamine, 100 mg/Kg (Merial), diluted in saline solution. When completely unconscious, mice were ventilated through an endotracheal tube at 200 μL of tidal volume with a respiration rate of 110 breaths/min. Mice were placed on a heating pad at 37°C to maintain a constant body temperature and their chests were opened by thoracotomy between the second and the third rib to expose the left ventricle. Once identified and located the LAD coronary, a 7–0 silk suture was passed under the coronary vessel, 2 mm below the tip of the left auricle. Then, the suture was tied with two knots over a 5 mm long piece of polyethylene tubing to simulate ischemia. To confirm the occlusion of the LAD a paler color in the anterior wall of the LV appeared. After 30 min of ischemia, the tubing was removed to simulate the reperfusion phase (Reforgiato et al., 2016). Groups ranged from five to seven animals each. In the treated group, mice were intra-ventricularly injected, right after the beginning of reperfusion, with 20 μL of SLN/myr, while empty SLN was used in the control group. Mice belonging to the sham group were subjected to the same surgical procedure, with the exception of LAD ligation. The silk suture was left *in loco* for the staining procedure. Animals were reawakened by sub-cutaneous injection of Atipamezole, 5 mg/kg (Orion Pharma S.r.l), and followed for 24 h or 96 h. A sub-cutaneous dose of buprenorphine solution, 0.05 mg/kg (Dechra Pharmaceuticals) was injected immediately after the surgery and, when necessary, every 8–12 h.

### Double-Staining and Quantitative Image Analysis of Heart Sections

Double staining was performed as previously described (Reforgiato et al., 2016) to discriminate surviving cells within the area-at-risk from the dead cells of the infarct area. Briefly, at the end of reperfusion, the LAD coronary was re-occluded by tightening the knot around the vessel and 100 μl of 4% (w/v) Evans blue solution was injected into the apex of the heart to identify the ischemic area by dye exclusion. Then, each heart was weighted and cut into 1 mm thick slices, which were incubated in 1% triphenyl tetrazolium chloride (TTC) (Sigma-Aldrich, United States) in sodium phosphate buffer for 5 min to counterstain surviving cells in the area at risk. The extent of stained and unstained areas was calculated for each slice from digital images using ImageJ software. The area at-risk was expressed as the percentage of total area (the entire surface of each section) whereas the infarct area was expressed as the percentage of the area-at-risk. Percentages were calculated as the mean of all section of one heart. When this imaging procedure was concluded, samples were processed for RNA and lipids extraction.

### Hypertrophy Determination

After 96 h from the LAD occlusion or sham operation, the anesthetized animals and the collected hearts were weighed. Heart weight to body weight ratio (HW/BW; mg/g), a common and simple indicator of cardiac hypertrophy (Chiu et al., 2001; Sugden et al., 2008; Del Olmo-Turrubiarte et al., 2015) was calculated.

### Ceramide Quantitation

The at-risk and infarcted areas and tissue samples collected from sham animals were separated by dissection, weighed and homogenized as previously described (Caretti et al., 2014). The content of dihydroceramide and ceramide species was measured by liquid chromatography-mass spectrometry (LC-MS/MS) following the previously published method (Reforgiato et al., 2016). Sphingolipids species content was normalized to tissue weight, expressed in grams.

### qRT-PCR

Total RNA was isolated from both the myocardial at-risk area and tissue samples collected from sham animals, according to the manufacturer’s instructions (Promega). 1 μg of purified RNA was reverse transcribed with the iScript^TM^ cDNA synthesis kit (Bio-Rad), and the obtained cDNA was stored at −20°C. The amplification of target genes was performed using the GoTaq qPCR Master Mix (Promega) and ROX as reference dye. Amplified genes included: α-myosin heavy chain (*MYH6*), β-myosin heavy chain (*MYH7*), for the hypertrophic analysis; PGC-1α (*PPARGC1A*), PPAR-α (*PPARA*), PPAR-γ (*PPARG*), PPAR-β/δ (*PPARD*) and TFEB (*TFEB*) for the analysis of transcriptional factors; P62 (*SQSTM1*) for the analysis of TFEB activity; VLDLR (*VLDLR*), FATP1 (*SLC27A1*), h-FABP (*FABP3*), CD36 (*CD36*), CPT-1a (*CPT1A*), CPT-1b (*CPT1B*), UCP3 (*UCP3*) for the study of FA transporters; MCAD (*ACADM*), LCAD (*ACADL*), HSL (*LIPE*) for the evaluation of the FA metabolism enzymes; PLIN2 (*PLIN2*), PLIN4 (*PLIN4*), PLIN5 (*PLIN5*) for the analysis of the perilipins involvement in I/R injury. Relative mRNA expression of target genes was normalized to the endogenous RPLI control gene and represented as fold change versus control, calculated by the comparative CT method (ΔΔCT Method). All the primer sequences are reported in the Supplementary Table S1.

### *Ex vivo* Enzymatic Activities

Left ventricular samples were used for mitochondria extraction from tissue homogenates and measurement of oxidative phosphorylation (OXPHOS) (Buondonno et al., 2016) and ATP concentration were performed as previously described (Campia et al., 2009). The rate of reduction of cytochrome c, an index of the electron transport between Complex I–III and OXPHOS rate, was measured spectrophotometrically on 10 μL of non-sonicated mitochondrial samples. The results were expressed as nmoles cyt c reduced/min/mg mitochondrial proteins. FAO analysis was performed as previously reported (Capello et al., 2016), by radiolabeling for 2 h tissue homogenates with 2 μCi [1−^14^C] palmitic acid (3.3 mCi/mmol, PerkinElmer, Waltham, MA, United States) and measuring the labeled acid soluble metabolites (ASM), as products of FAO, by liquid scintillation. The results were expressed as pmoles ^14^C-ASM/h/mg proteins.

### Statistical Analysis

For the animal experiments, five to seven mice were used for each group; all the further anatomical and biochemical analyses were performed on the tissues collected from these groups. Graphs were elaborated using the GraphPad Prism 7 software. Data are expressed as mean ± SD calculated from experimental replicates. Data significance was evaluated by unpaired Student’s *T*-test (significant when *p*-value < 0.05).

## Results

### Single Intra-Myocardial Injection of SLN/myr Lowers Myocardial Ceramide Content, Reducing Infarct Size and Hypertrophy

We performed intra-ventricular injection of SLN/myr at the start of reperfusion (post-conditioning) after left ventricle induced ischemia (LAD, 30 min occlusion). We observed that the SLN/myr post-conditioning significantly decreased the percentage of infarct area (21.87% ± 0.78 at 24 h and 26.88% ± 2.23 at 96 h), as compared to the untreated animals (respectively, 35.85% ± 2.44 and 37.05% ± 2.97), up to 96 h after I/R (Figure 1A). The size of the area-at-risk was not affected by the treatment (Figure 1B), indicating a consistent LAD procedure (Reforgiato et al., 2016). Our previous study suggested that ceramide increase occurred at reperfusion and drove inflammatory responses, enhancing myocardial damage (Reforgiato et al., 2016). Therefore, we evaluated the effect of Myriocin in the 24 h following reperfusion, with the aim of investigating if the initial accumulation of this lipid can be responsible for the following remodeling events, specifically in the at-risk area, which is subjected to further damage in the post-infarct phase, and which is the target of post-conditioning. By means of LC-MS/MS analysis, we observed that the level of ceramide was increased by I/R not only in the infarct area, but also in the at-risk area, as compared to sham, and it was reduced by SLN/myr treatment, within the at-risk area (Figure 1C). Since Myriocin inhibits the *de novo* synthesis of ceramide, we also measured the content of its precursor dihydroceramide (Figure 1D). As expected, dihydroceramide accumulated after I/R, and it was significantly reduced by SLN/myr treatment, mirroring ceramide. The amount of the single dihydroceramide and ceramide chains is reported in Supplementary Figures S1, S2, respectively (Supplementary Figures S1, S2). 

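Transcript levels were measured by qRT-PCR in 38 mice, followed for 24 or 96 h after surgery. At each time point there were 5 sham mice, 7 mice with LAD occlusion for 30 min that received empty SLN (LAD), and 7 mice with the same occlusion that received 20 μL of SLN/myr (LAD + Myriocin). SLN/myr is Myriocin, an inhibitor of the first enzyme of sphingolipid synthesis, carried in solid lipid nanoparticles. The paper isolated RNA from the at-risk area and from sham tissue, and the sample labels name the left ventricle as the source. The injection is called intra-ventricular in the paper's methods and intra-myocardial in a heading of its results, and the labels place it in the muscle of the left ventricle. The authors deposited the threshold cycle (Ct) of each assay in each mouse, without normalization. Ct is the amplification cycle at which the signal crosses a threshold, so that a lower Ct stands for more transcript. The Ct values are listed for 21 target assays under plate codes, and each target assay is followed by a listing of the Ct of a reference assay. The files do not pair the plate codes with gene names, and neither do the tables of the paper and its supplement, so values are given here by assay and no assay is assigned to a gene. The reference assay is taken to be RPLI, the only endogenous control the paper names. A target and a reference Ct were present in 602 of the 798 combinations of assay and mouse, and 196 combinations were empty, for which no reason was found. Target Ct ranged from 14.3 to 35.7, with a median of 28.2, and reference Ct from 20.9 to 31.8, with a median of 25.9. The number of wells behind each Ct was not found, so the technical error of a reading is unknown. A single assay had from 3 to 7 mice in a group, where the paper states 5 to 7 mice per group.
Relative expression was computed in each mouse as the reference Ct minus the target Ct of the same assay, which is a log2 scale if each cycle doubles the product. Relative quantity was computed by the comparative CT method against the mean of the sham mice of the same time point. The mean relative quantity came within 0.01% of the ratio in the authors' deposited table for 77 of its 84 ratios. Groups were compared a pair at a time with a two-sided exact permutation test of the difference in mean relative expression, over 126 tests in 6 comparisons. The reference assay itself was not level between groups. Its Ct, averaged over the assays of each sample number, was 26.4 ± 0.312 (SD, n = 5) in sham mice, 25.3 ± 0.203 (SD, n = 7) in LAD mice and 26.1 ± 0.141 (SD, n = 7) in LAD + Myriocin mice at 24 h. At 96 h it was 25.0 ± 0.462 (SD, n = 5), 25.8 ± 0.517 (SD, n = 7) and 25.7 ± 0.617 (SD, n = 7) in the same order. LAD + Myriocin and LAD mice differed in it by 0.811 cycles at 24 h (exact permutation test, p = 0.000583, the smallest p that this design gives) and by -0.139 cycles at 96 h (exact permutation test, p = 0.648). Of 406 distinct reference readings, 91 recurred to the last decimal under different sample numbers in different assays, and the files do not show whether a sample number stands for the same mouse in every assay. The SDs and p values of the averaged reference Ct measure a spread between mice only if it does. Within single assays, LAD + Myriocin and LAD mice differed at 24 h by 0.263 to 1.52 cycles, with p under 0.05 in 7 assays (exact permutation tests).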

To evaluate the effects of ceramide on pathological remodeling, we analyzed the expression of cardiac specific myosin heavy chains. We observed that Myriocin post-conditioning reverted the infarct-induced altered expression of the myosin chains. In particular, the I/R-induced increased expression of the fetal β-MHC isoform was markedly reduced by SLN/myr treatment (Figure 1E). On the other hand, while I/R injury lowered the expression of the adult α-MHC gene at 24 h in both myriocin treated and non-treated mice, SNL/myr post-conditioning significantly increased the expression of α-MHC at 96 h post-surgery, as compared to untreated animals (Figure 1F). Furthermore, we investigated if the reduction of infarct size could correlate with a reduced development of hypertrophy, another hallmark of adverse remodeling. We measured a significant increment in the HW/BW ratio, representing the extent of left ventricular hypertrophy, in the I/R group, as compared to sham. SLN/myr treatment inhibited this effect (Figure 1G).

**FIGURE 1:**
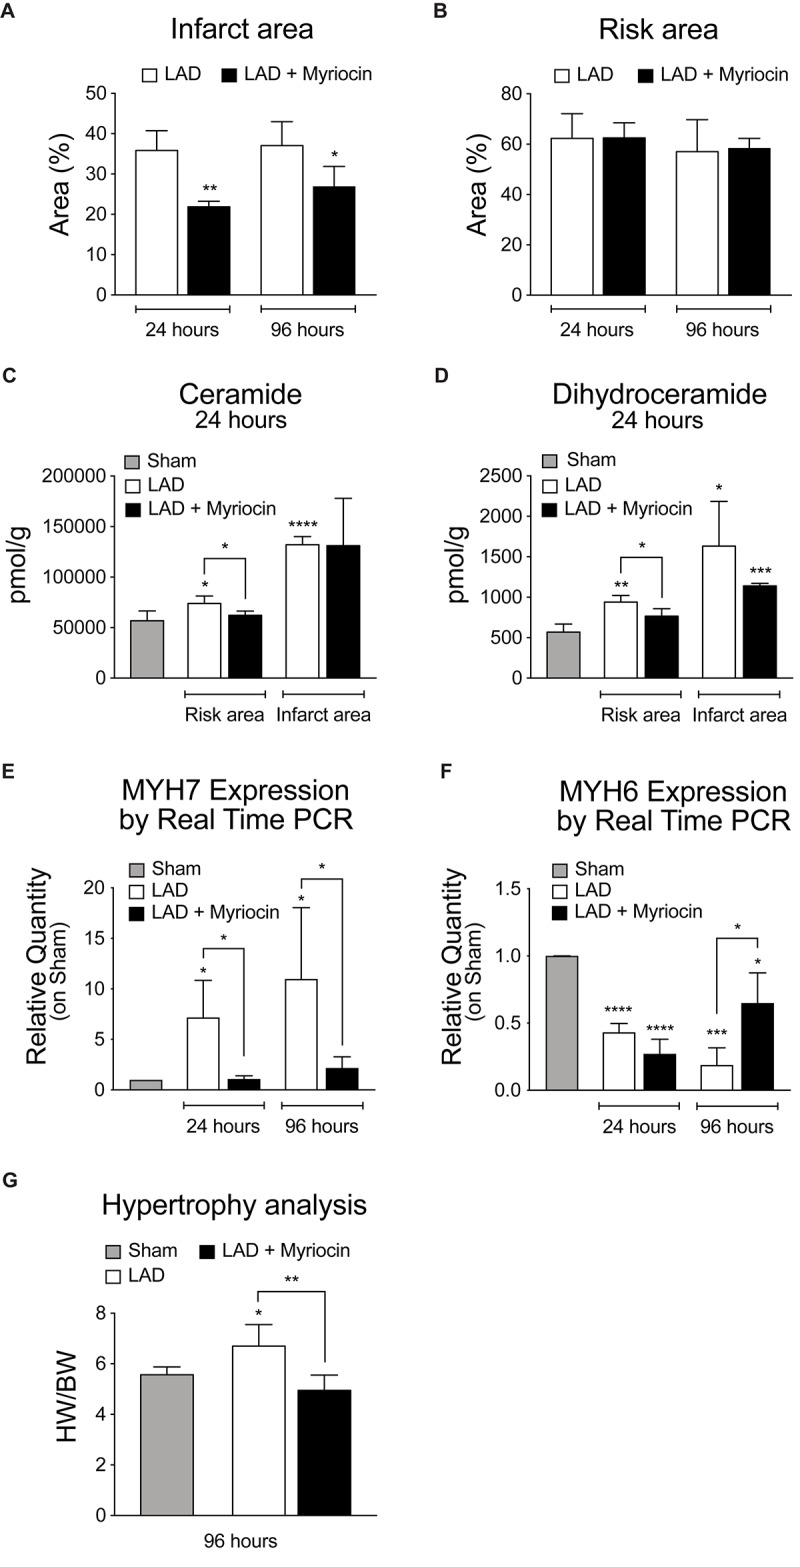
Analysis of SLN/myr treatment effects on infarct areas, sphingolipid content and hypertrophy. **(A)** analysis of the infarct area (expressed as percentage on at-risk area, on the left) and **(B)** of the area at-risk (expressed as percentage on total tissue, on the right) in infarcted myocardium, 24 h and 96 h after surgery. **(C)** LCMS measurement of ceramides and **(D)** dihydroceramides species in infarct and at-risk area, 24 h and 96 h after surgery. qRT-PCR analysis of **(E)** β-myosin heavy chain (MYH7) and **(F)** α-myosin heavy chain (MYH6), 24 h and 96 h after surgery, expressed as relative quantity versus sham group. **(G)** measurement of myocardial hypertrophy, 96 h after surgery, calculated as ratio between heart weight on body weight. All data are expressed as mean ± SD. Statistical significance refers to I/R and SLN/myr treated I/R groups as compared to sham animals. The comparison between I/R and SLN/myr treated I/R groups is indicated by the connecting line (^*^p < 0.05; ^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.001; ^****^p < 0.0001). Sham animals: gray bar; I/R group: white bar; SLN/myr treated I/R group: black bar.

### Myriocin Drives a Transcriptional Program Controlling Energy Metabolism

In view of their key role in controlling oxidative stress response and energy metabolism, we investigated the activation of the transcription factor TFEB and of the PPARs nuclear factors family. The expression of TFEB is down-regulated in the immediate post-I/R, but it is significantly enhanced by SLN/myr treatment, as compared to untreated mice (Figure 2A). TFEB transcriptional target SQSTM1 is increasingly up-regulated by Myriocin treatment as well (Figure 2B). In line with literature data, PPARs transcription is down-regulated by I/R stress in myocardium (Abdelrahman et al., 2005; Morrison and Li, 2011). On the contrary, the expression of the key lipid homeostasis regulator PPAR-γ is significantly increased by SLN/myr, as compared to untreated animals, since early time of treatment (Figure 2C). PPAR-α is up-regulated as well, reaching significant increase between Myriocin-treated or untreated mice, at 96 h after post-conditioning (Figure 2D). PPAR-δ expression is only mildly reduced by I/R, but significantly up-regulated by SLN/myr post-conditioning at 96 h (Figure 2E). The expression of PPARs co-activator PGC-1α was investigated as well. PGC-1α transcription was progressively down-regulated after LAD occlusion. As expected, SLN/myr counteracted this inhibition reaching a statistical significance in the increase at 96 h as compared to untreated animals (Figure 2F).

**FIGURE 2:**
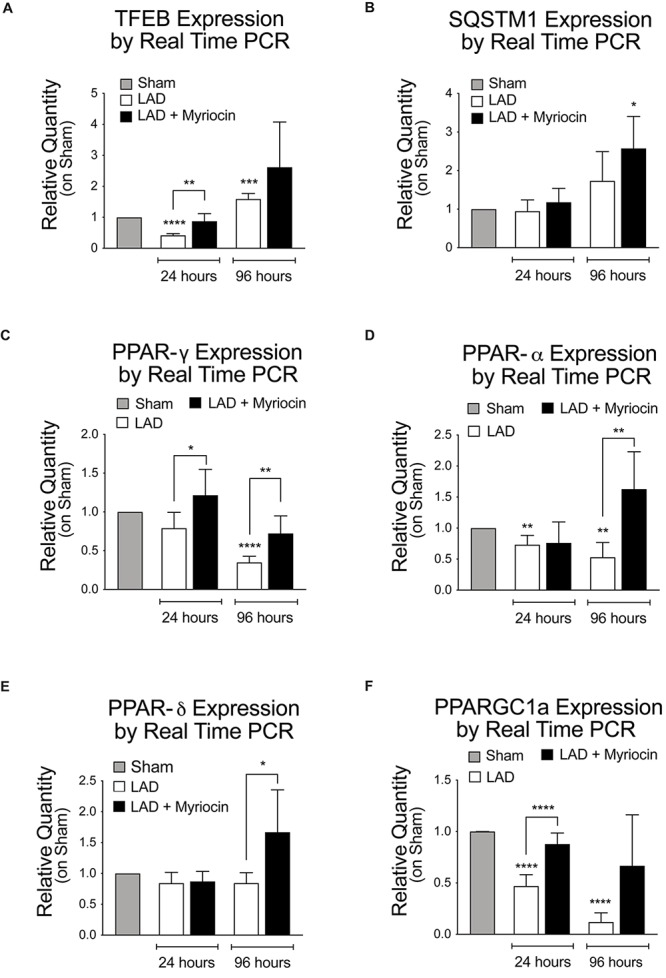
Quantification of TFEB expression levels and gene transcription measurement of PPARs, their activators, and the autophagy-related gene Sqstm1. Quantification of panel **(A)** TFEB RNA levels, along with TFEB target gene transcription SQSTM1 **(B)**. Quantification of PPAR transcription factor family [PPARG **(C)**, PPARA **(D)**, PPARD **(E)**] and of the PPARGC1A co-activator **(F)**. Target gene expressions are measured by qRT-PCR analysis and are expressed as relative quantity on sham group. All measurements are referred to 24 and 96 h after surgery. All data are expressed as mean ± SD. Statistical significance refers to I/R and SLN/myr treated I/R groups as compared to sham animals. The comparison between I/R and SLN/myr treated I/R groups is indicated by the connecting line (^*^p < 0.05; ^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.001; ^****^p < 0.0001). Sham animals: gray bar; I/R group: white bar; SLN/myr treated I/R group: black bar.

### Ceramide Synthesis Inhibition Modulates the Expression of Genes Involved in Lipid Transport and Mobilization

We investigated the expression pattern of FA entry mediators located on the plasma membrane and of their cytosolic transporters: the lipoproteins receptor Vldlr, the lipid transporters Fatp1 (SLC27A1) mediating mainly the uptake of long-chain FA, the CD36 FA translocase, and the cardiac cytosolic transporter FA binding protein (FABP3). All these proteins’ expression was affected by I/R and significantly down-regulated during the following 96 h. SLN/myr treatment recovered the expression of lipid entry/transport regulators and this effect became significant at 96 h post-I/R injury, as compared to Myriocin-untreated mice (Figures 3A–D). Myocardium organizes fat storage by intracellular droplets that take part to metabolism homeostasis. Therefore, we then evaluated the expression of enzymes involved in the mobilization of lipid storage. The hormone-sensitive lipase (HSL) is a cellular lipase interacting with perilipins, which catalyzes the hydrolysis of stored triglycerides in lipid droplets to free FAs (Deng et al., 2006). Interestingly, LIPE gene transcription was significantly increased in SLN/myr treated animals at 96 h post-surgery, as compared to untreated ones (Figure 3E). In parallel, we investigated the effects of SLN/myr on the expression of perilipin genes, belonging to the PAT family of cytoplasmic lipid droplet binding proteins. After I/R injury, all perilipins were up-regulated by myriocin post-conditioning. In particular, PLIN2 expression was significantly increased at 24 h, whereas PLIN4 expression significantly increased after 96 h post-surgery (Figures 3F–H).

**FIGURE 3:**
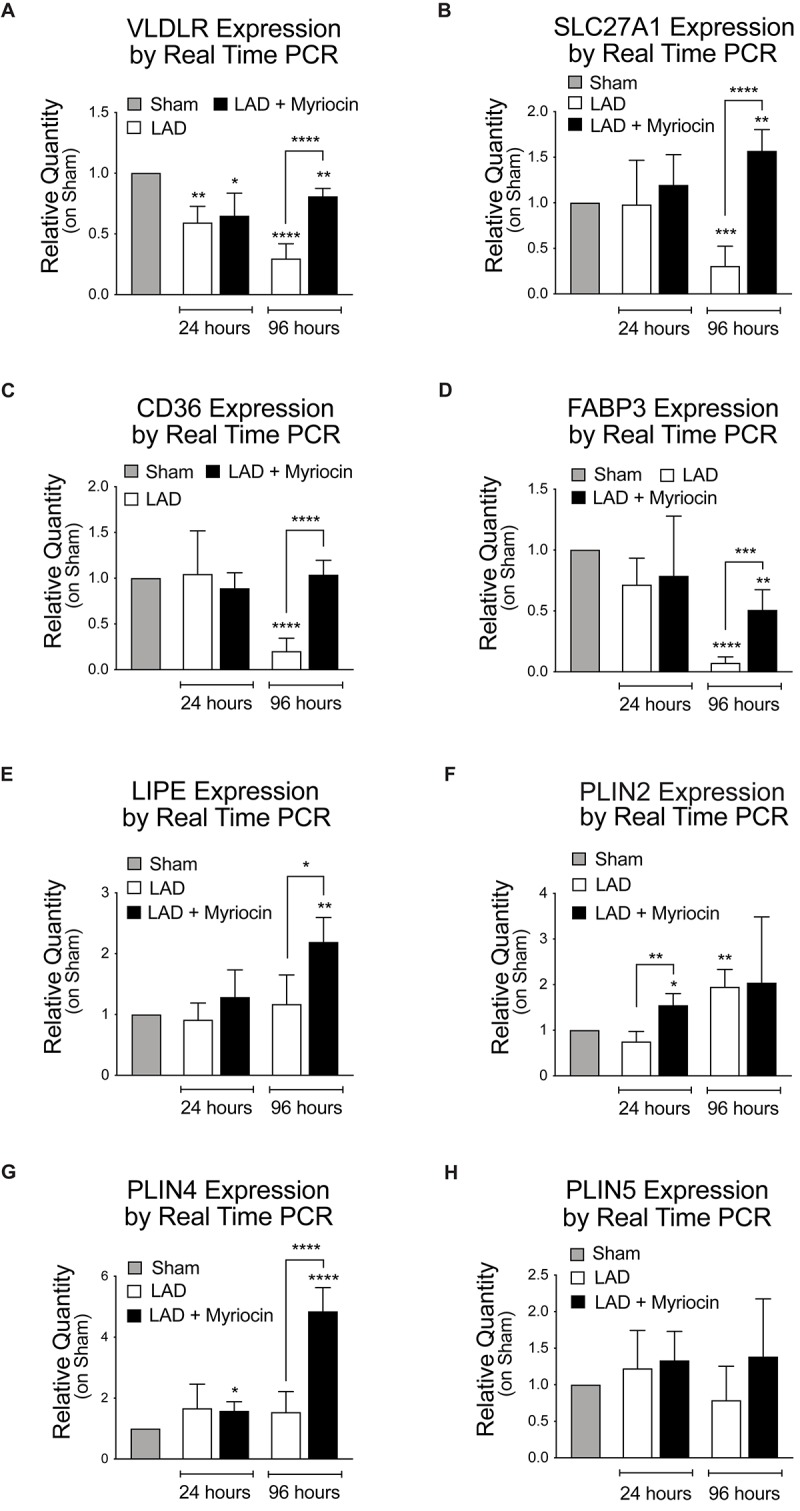
Quantification of the expression levels of lipid transporters and proteins involved in their mobilization. qRT-PCR analysis of the plasma membrane transporters: VLDLR **(A)**, SLCL27A1 **(B)**, CD36 **(C)**, FABP3 **(D)**. qRT-PCR analysis of the FA mobilization enzymes and of the PAT family members: LIPE **(E)**, PLIN2 **(F)**, PLIN4 **(G)** and PLIN5 **(H)**. All data are reported as relative quantity on sham group and are referred to 24 and 96 h after surgery. All data are expressed as mean ± SD. Statistical significance refers to I/R and SLN/myr treated I/R groups as compared to sham animals. The comparison between I/R and SLN/myr treated I/R groups is indicated by the connecting line (^*^p < 0.05; ^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.001; ^****^p < 0.0001). Sham animals: gray bar; I/R group: white bar; SLN/myr treated I/R group: black bar.

### Ceramide Synthesis Inhibition Stimulates FA Oxidation and Energy Production

In order to understand the fate of lipid mobilization, we investigated the lipid shuttle system associated with the outer mitochondrial membrane, mediated by Cpt1a and Cpt1b proteins, which transport activated FA within the mitochondrial matrix. I/R injury induced a significant reduction of the expression of these transporters at 96 h after surgery in untreated mice. However, SLN/myr post-conditioning counteracted CPT1a and CPT1b expression decrease, inducing a significant increase at 96 h compared to untreated mice (Figures 4A,B). Moreover, we analyzed the expression of the mitochondrial carrier UCP3, which is associated with the survival response to oxidative stress and with FA mitochondrial transport. Results showed a significant down-regulation of UCP3 during the remodeling phase after I/R (96 h), as compared to controls, supporting observations also reported by other authors (Song et al., 2016). On the contrary, SLN/myr post-conditioning significantly enhanced UCP3 expression, as compared to myriocin untreated mice (Figure 4C).

**FIGURE 4:**
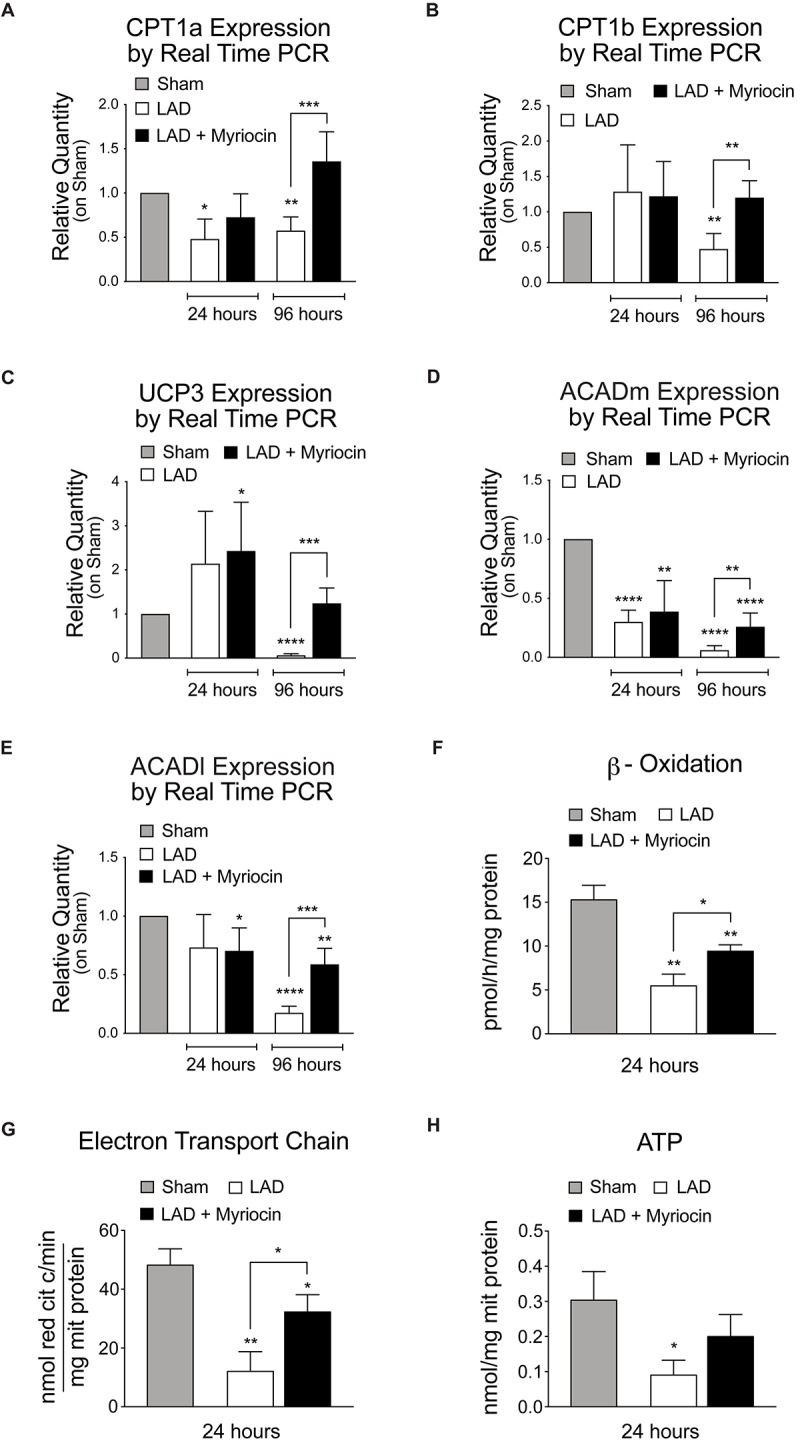
Quantification of mitochondria FA transporters expression, FA oxidation and energy production. qRT-PCR analysis of the mitochondria transporters CPT1a **(A)** and CPT1b **(B)**. qRT-PCR expression analysis of enzymes involved in mitochondrial FAO: UCP3 **(C)**, MCAD **(D)** and LCAD **(E)**. Target gene expressions are measured by qRT-PCR analysis and are expressed as relative quantity on sham group. All measurements are referred to 24 and 96 h after surgery. Analysis of β-oxidation and energy production: β-ox **(F)**, ETC **(G)** and ATP content **(H)**. These measurements are referred to 24 h after surgery. All data are expressed as mean ± SD. Statistical significance refers to I/R and SLN/myr treated I/R groups as compared to sham animals. The comparison between I/R and SLN/myr treated I/R groups is indicated by the connecting line (^*^p < 0.05; ^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.001; ^****^p < 0.0001). Sham animals: gray bar; I/R group: white bar; SLN/myr treated I/R group: black bar.

In order to assess whether fat entry and mobilization was finalized at oxidation and energy production, we evaluated the post-conditioning induced transcriptional response of enzymes involved in mitochondrial FAO. MCAD and LCAD, the mitochondrial dehydrogenases that are primarily responsible for β-oxidation of medium and long chains Fas, respectively, were down-regulated by I/R injury, at both time points considered, as compared to sham. Remarkably, Myriocin post-conditioning partially restored, at 96 h, both dehydrogenases expression in treated mice, to levels significantly higher than untreated animals (Figures 4D,E). To support these findings, we measured the FA β-oxidation *ex vivo*, within the at-risk area of SLN/myr treated or untreated myocardium. Interestingly, we observed a significant increase in β-oxidation activity in Myriocin treated animals, as compared to untreated mice (Figure 4F). Since FA oxidation is aimed at energy production, we also evaluated the activity of the mitochondria electrons chain transfer (ETC) and the ATP production. As expected, we observed a significant increase of ETC upon SLN/myr post-conditioning after I/R (Figure 4G), whereas ATP production showed an increasing trend in Myriocin treated animals, as compared to untreated ones (Figure 4H).

## Discussion

We here extended our previous study on Myriocin post-conditioning (Reforgiato et al., 2016) to the remodeling phase occurring in the first days after myocardial I/R. The presented data suggest that modulation of FA oxidation, exerted by Myriocin (SLN/myr), reduces cardiac I/R damage. First, we demonstrated that intraventricular injection of SLN/myr at the beginning of reperfusion significantly affects infarct size up to 4 days from LAD occlusion (Figure 1A). Myriocin inhibits the biosynthesis of sphingolipids, which is enhanced in inflammatory conditions (Caretti et al., 2014; Signorelli et al., 2016) and, specifically, in the myocardium under I/R (Reforgiato et al., 2016). Tissue content of both ceramide and its precursor dihydroceramide was reduced in the at-risk area of SLN/myr-treated myocardium (Figures 1C,D), indicating that ceramide accumulation after I/R was effectively deriving from its *de novo* synthesis and that this mechanism acquired a pathological role. Moreover, Myriocin post-conditioning restrained the extent of the I/R damage, thus preventing the development of cardiac hypertrophy (Figure 1E) and counteracting cardiac myosin heavy chain expression switch (α- and β-MHC), which characterizes adverse remodeling (Figures 1F,G). The metabolism drift, which is associated with reduced lipid consumption for energy production and caused by I/R injury, is sustained by a transcriptional program. Indeed, the expression of genes involved in FA transport and oxidation was already shown to be down-regulated in I/R injury and HF models (Stanley et al., 2005; Amorim et al., 2010). Consequent accumulation of cardiac fat induces lipotoxicity (Schulze, 2009). Lipid mobilization to sustain energy production under stress conditions is a process orchestrated by the transcriptional factor TFEB that promotes lysosomal fat degradation (lipophagy) and the re-activation of their mitochondrial oxidation and ATP production (Settembre and Ballabio, 2014). TFEB is known to activate a set of genes involved in lipid mobilization and oxidation, mostly by the induction of the transcriptional activities of PPARs and their co-activator PGC-1α (Settembre and Ballabio, 2014). Of note, TFEB signaling is suppressed in mouse hearts with advanced cardiac proteinopathy, and it plays a critical role in the cytoprotection in hypoxia/re-oxygenation injury in cultured cardiac myocytes (Pan et al., 2017). Our data show that SLN/myr post-conditioning induces a rapid increase in TFEB mRNA expression (Figure 2A) within the at-risk area, as compared to untreated mice. A TFEB key target is p62-sequestosome, a key component of autophagy vesicles that connect TFEB activation to lipophagy, in support of mitochondrial β-oxidation of FA. Moreover, p62-sequestosome loss is also associated with diabetes and obesity (Angelini et al., 2016). As expected, we found an increased transcription of p62-sequestosome in 96 h SLN/myr-treated myocardial at-risk area (Figure 2B). p62-sequestosome is known to sequester Keap 1 and to release active Nrf2, which potently induce an anti-oxidant response (Jain et al., 2015). We already demonstrated that Nrf2 was induced by SLN/myr post-conditioning in myocardial I/R (Reforgiato et al., 2016) and that Myriocin activated this transcriptional factor to counteract inflammation (Caretti et al., 2016). The activation of PPARs, particularly of PPAR-γ, has been lately proposed as a therapeutic target to limit the extent of myocardial damage after I/R (Abdelrahman et al., 2005; Morrison and Li, 2011). SLN/myr protection from I/R damage was also sustained by the increased transcription of all three isoforms of PPARs and of their co-activator PGC1α (Figures 2C–F). Thus, these results supported the hypothesis that Myriocin enhances lipid catabolism and anti-oxidant response via TFEB and PPARs integrated transcriptional activities, in order to recover cardiac metabolism control in the post-infarct remodeling phase. To confirm this hypothesis, we investigated the expression of specific genes downstream to these transcriptional factors. PPAR-γ was reported to up-regulate the expression of VLDLR (Yagyu et al., 2002; Tao et al., 2010), and such expression is in turn related to the cellular lipid catabolism rate (Yagyu et al., 2002; Tao et al., 2010). PPARs-induced transcription is associated with the activities of key lipid mobilizing enzymes. Specifically, PPAR-γ was reported to induce LIPE Hormone-Sensitive Lipase type E (HSL), the one lipase showing a broader substrates affinity (Deng et al., 2006; de la Rosa Rodriguez and Kersten, 2017). PPARs (mostly α and γ) are reported to promote the expression of genes involved in FA transport (FATP, FAT/CD36, FABP), FA mitochondrial import (CPT-I) and mitochondrial β-oxidation (MCAD, LCAD, VLCAD) (Barger and Kelly, 2000; Nakamura et al., 2014). Among PPARs target genes, there are also the UCP mitochondrial proteins, which mediate FA import and reduce proton gradient and ROS formation (Villarroya et al., 2007). UCP3 is down-regulated in myocardial I/R injury and PPAR-γ activation restores its expression, inducing cardioprotection (Song et al., 2016). Along this line, Myriocin post-conditioning induced an increase in the expression of all the above-reported genes implicated in FA uptake and their mitochondrial transport, demonstrating that the transcriptional program, initiated at 24 h by TFEB and PPAR-γ effectively acted to potentiate cell lipid metabolism in the following hours (Figures 3A–G).

Lipid droplets are considered dynamic stores of metabolic fuel, sustaining cellular FA oxidation and representing a source of inflammatory mediators and gene transcription regulators (Cabodevilla et al., 2013). Lipid excess, especially triglycerides, are stored in lipid droplets. Little lipid droplets accrual normally occurs in the myocardium (Goldberg et al., 2012). Nonetheless, their accumulation associates with many types of stress, including fasting (Suzuki et al., 2001, 2002; Cabodevilla et al., 2013). In isolated cardiomyocytes exposed to anoxia and re-oxygenation, cell death was attenuated in those containing lipid droplets, indicating their cardioprotective effects (Lei et al., 2013). The lipid droplet associated perilipins, PLIN2, 3, 4 and 5, are all expressed in the heart (Paul et al., 2008). PLIN5 is known to be up-regulated by PPAR-α agonists, and it controls lipid homeostasis (Chen et al., 2013) in the myocardium (Paul et al., 2008). Moreover, it was demonstrated to be cardioprotective during myocardial ischemia (Drevinge et al., 2016), and its deficiency significantly increased oxidative stress (Kuramoto et al., 2012; Lei et al., 2013). Of note, patients carrying a minor allele of PLIN5 are at higher risk of cardiovascular morbidity after myocardial ischemic events and characterized by decreased survival (Drevinge et al., 2016). Remarkably, SLN/myr post-conditioning resulted in the up-regulation of all three PLIN isoforms, as compared to untreated animals.

Most importantly, SLN/myr post-conditioning effectively increased FA mitochondria β-oxidation, thus enhancing electron transport and ATP production (Figures 4C–D). These results support that the significant induction of lipid-catabolism, as well as the activation of mitochondrial oxidative processes mediated by Myriocin, could be central in the therapeutic activity of the molecule.

## Conclusion

The data presented unveiled the molecular mechanisms of Myriocin effects in I/R injury response, which go beyond the simple reduction of ceramide synthesis and extended our previous findings, revealing that Myriocin beneficial effects are not limited to the initial phase of I/R injury, but they can counteract early cardiac remodeling. 

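Over the whole panel, LAD + Myriocin mice were first compared with LAD mice at 96 h. With an exact permutation test, 16 of the 21 target assays had an unadjusted p under 0.05, 15 of them higher and 1 lower with LAD + Myriocin. With Benjamini-Hochberg adjustment over the 21 assays of this comparison 16 assays had an adjusted p under 0.05, and over all 126 tests 0 had. At 24 h the same comparison had 3 assays with an unadjusted p under 0.05, all higher with LAD + Myriocin, of which 1 remained after adjustment over the assays. Same-numbered mice of these groups deviated together at 24 h (r = 0.373 across assays, which are not independent), and with the replicate number as a block limma gave 3 assays at 24 h, 2 higher and 1 lower, 2 of them shared with the permutation test. Without the block limma gave 4, 3 higher and 1 lower. After LAD occlusion alone, 3 assays were lower than in sham mice at 24 h, and 12 differed at 96 h, 9 lower and 3 higher. For LAD against sham mice at 24 h (r = -0.104) limma gave 6 assays with the replicate block and 6 without it. The groups of 5 assays at 24 h and 6 assays at 96 h were too small for an exact p under 0.05 against sham, the smallest p that 3 mice against 4 allow being 0.0571. LAD + Myriocin mice differed from sham mice in 3 assays at 24 h, 2 higher and 1 lower, and in 10 assays at 96 h, 7 higher and 3 lower. Here 3 further assays at 24 h and 1 at 96 h could not reach 0.05 by design. In the 96 h comparison (r = 0.121) limma gave 7 assays with the replicate block and 9 without it. By the exact test, 0 assays had an adjusted p under 0.05 in the comparisons with sham mice, where an assay has 3 to 5 sham mice. The lowest adjusted p that the designs allow is 0.0385 at 24 h and 0.0265 at 96 h, and 6 assays for LAD and 4 for LAD + Myriocin were at the smallest p of their design at 24 h. For LAD against sham at 96 h, 13 of the 21 assays were at the smallest p of their design and the lowest adjusted p was 0.05. Limma with Benjamini-Hochberg adjustment over the assays, added after the values were seen, gave 16 assays in that comparison, 3 higher and 13 lower.
The assays named here were picked by the size of the difference at 96 h after the values were seen. Assay B07 had a relative quantity of 0.0595 ± 0.0364 (SD, n = 4) in LAD mice and 1.24 ± 0.348 (SD, n = 5) in LAD + Myriocin mice. All 5 LAD + Myriocin values lay above every LAD value, with a log2 difference of 4.53 (exact permutation test, p = 0.0159, the smallest this design allows). Its mean reference Ct also differed, at 22.8 in LAD and 25.7 in LAD + Myriocin mice. Its sham mice at 96 h varied widely, at 1.54 ± 1.66 (SD, n = 3), and the log2 difference of LAD from sham was -4.26 in a design that cannot reach 0.05 (exact permutation test, p = 0.0571, the smallest it allows). Assay A12 had a relative quantity of 0.0741 ± 0.0489 (SD, n = 6) with LAD and 0.508 ± 0.166 (SD, n = 5) with LAD + Myriocin. Here the log2 difference was 3.06 (exact permutation test, p = 0.00433), and that of LAD from sham was -4.10 (exact permutation test, p = 0.0238). In the opposite direction, assay A01 stood at 13.8 ± 8.83 (SD, n = 6) with LAD and 2.17 ± 1.11 (SD, n = 6) with LAD + Myriocin, a log2 difference of -2.51 (exact permutation test, p = 0.00433). LAD mice were above sham mice in A01 by 3.50 on the log2 scale (exact permutation test, p = 0.00952).
The scale also bears on these counts. At 24 h the direction on raw Ct differed from that with the reference assay, but raw Ct also carries differences in RNA input. On raw Ct, without any reference, LAD + Myriocin and LAD mice differed in 4 assays at 24 h, 0 higher and 4 lower and 0 shared with those above, and LAD and sham mice in 9 assays, 7 higher and 2 lower. Against the mean Ct of all target assays, 1 assay differed at 24 h between LAD + Myriocin and LAD mice, higher and shared with those above. Between LAD and sham mice 4 differed on that scale, 1 higher and 3 lower. At 96 h, on raw Ct, 7 assays differed between LAD + Myriocin and LAD mice, 5 higher and 2 lower, and 14 of the 15 higher assays kept their direction. The median log2 difference of all 21 assays was 1.54 with the reference assay and 1.67 on raw Ct. With the mean Ct of all target assays as reference, a rise common to the assays is subtracted by construction, and 4 assays differed between LAD + Myriocin and LAD mice at 96 h, 0 higher and 4 lower, with a median of 0.42. A12 kept a log2 difference of 3.12 between LAD + Myriocin and LAD on raw Ct (exact permutation test, p = 0.00433), and had 1.59 against the mean of the target assays (exact permutation test, p = 0.121). Its fall in LAD against sham mice held on both scales, at -4.42 (exact permutation test, p = 0.0238) and -2.61 (exact permutation test, p = 0.0476). The fall of A01 with LAD + Myriocin held on both as well, at -2.87 (exact permutation test, p = 0.0411) and -4.44 (exact permutation test, p = 0.00217). Its rise in LAD against sham mice was 1.21 on raw Ct (exact permutation test, p = 0.371) and 3.04 against that mean (exact permutation test, p = 0.0571). For B07 the difference between LAD + Myriocin and LAD was 1.65 on raw Ct (exact permutation test, p = 0.27) and 0.42 against that mean (exact permutation test, p = 0.746). With Ct above 35 left out, 3 LAD and 3 LAD + Myriocin mice remained for B07, and with a log2 difference of 4.16 this design could not reach 0.05 (exact permutation test, p = 0.1, the smallest it allows).

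**Figure D1:**
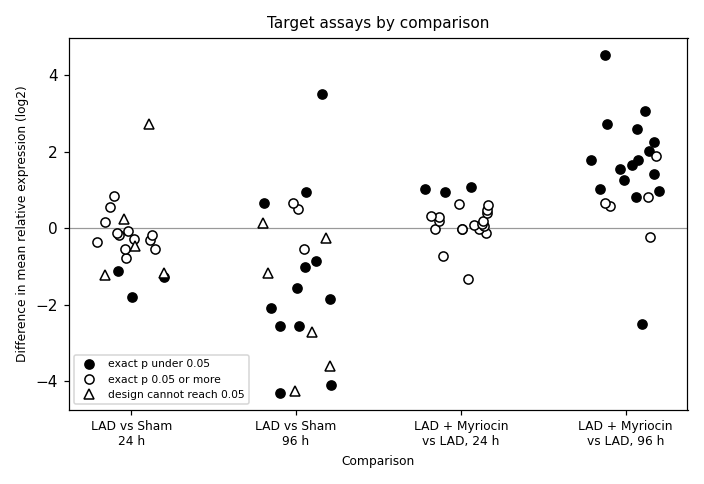
Difference in mean relative expression (log2) of the 21 target assays, a point each, in 4 comparisons, with LAD vs Sham and LAD + Myriocin vs LAD at 24 and 96 h along the horizontal axis. Filled points have an exact p under 0.05 and triangles stand for designs that cannot reach it; at 96 h LAD + Myriocin lies above LAD in 19 assays on this scale, of which 15 have an exact p under 0.05; against the mean of the target assays, which subtracts a common rise, 0 assays past the threshold are higher.

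From the expression of transcription factors and of genes for FA uptake, transport and oxidation, together with its measurements of β-oxidation and ETC activity, the paper proposes that Myriocin enhances lipid catabolism after I/R.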

Along this line, Myriocin post-conditioning activates a transcriptional program that drives the energy metabolism during the I/R injury-induced cardiac remodeling phase. In particular, results support that the inhibition of sphingolipid synthesis induced by the molecule causes a *starvation-like* signal, which eventually modulates the master regulators of lipid consumption, mitochondria formation, and anti-oxidant activities (Figure 5). Indeed, the adverse outcome of myocardial I/R associates with metabolism derangement, lipid accumulation, reduced energy production and impaired contractility. Thus, the capacity of Myriocin to regulate both cardiac inflammation and metabolism after I/R injury support the hypothesis of its use as a possible post-conditioning therapeutic (patent number: US 9925160 B1).

**FIGURE 5:**
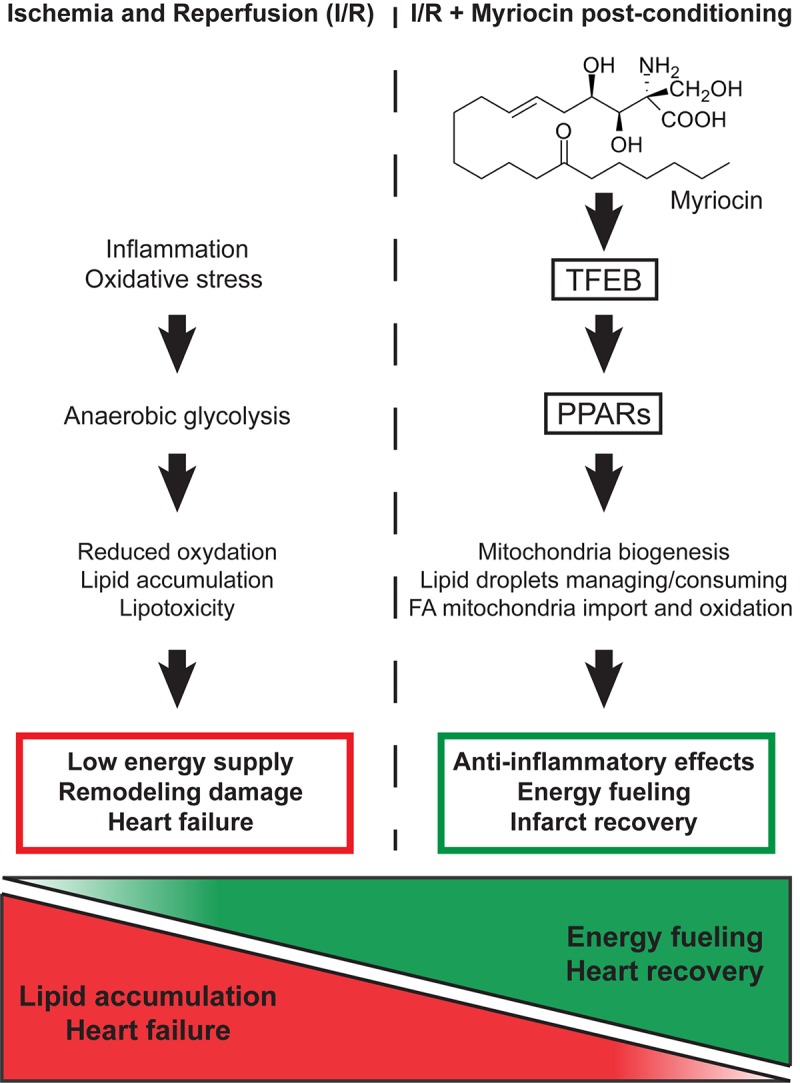
Schematic representation of the molecular mechanism responsible for the Myriocin-induced up-regulation of lipid catabolism and mitochondrial oxidative processes.

## Data Availability

The datasets generated for this study can be found in the GEO, accession number GSE133913.

## Ethics Statement

Animal studies were conducted in accordance with the Guide for the Care and Use of Laboratory Animals (National Institutes of Health, Publication No. 85–23, revised 1996) and with the ARRIVE guidelines and adhered strictly to the Italian Ministry of Health guidelines for the use and care of experimental animals. Authorization number 361/2017-PR by the Italian Institute of Health (Istituto Superiore della Sanità).

## Author Contributions

RG, LA, and PS conceived the study. FB, MP, MD, AM, AC, and CR performed all the *in vitro* experiments. FB and MP performed all the *in vivo* experiments. FB, MP, LA, and PS designed and analyzed all the experiments. FB, MP, MM, LA, and PS wrote the manuscript. MP, RP, CP, and PS prepared the figures. All authors reviewed the results and approved the final version of the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

ETC: electron transfer chain
FA: fatty acids
FAO: fatty acids oxidation
LAD: left anterior descending
Myr: Myriocin
SLN: solid lipid nanoparticles.

How the deposited data were processed for this re-analysis (not part of the article)

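Transcripts of 21 target assays and a reference assay were measured by qRT-PCR in the hearts of 38 mice, in sham, LAD and LAD + Myriocin groups of 5, 7 and 7 mice at 24 h and the same at 96 h. Groups, time points and replicate numbers were taken from the sample labels and the paper's methods, and each column of the deposited Ct table was assigned to its mouse by the sample number in the labels.

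The authors reverse transcribed the RNA, amplified it with SYBR green chemistry on a real-time PCR instrument, and deposited a Ct per assay and mouse without normalization. A second deposited table holds the ratio (fold change) of each LAD and LAD + Myriocin group to sham of the same time point, which the authors computed by the comparative CT method with RPLI as endogenous control. How wells were combined, the threshold of the signal and the reason for empty combinations were not found in the paper, its supplement or the labels.

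The assays are listed by plate codes. No table used here pairs the codes with the genes of the primer table, so no gene name was given to an assay, and the passages report counts over all assays. The named assays are those with the largest rises and the largest fall of LAD + Myriocin against LAD at 96 h among assays with p under 0.05, chosen after the values were seen. The rule set before the data were examined allowed every amplified gene to be named at its claim, which could not be applied without the pairing. The assay that accompanies every target was taken as RPLI because the paper names a single control. No genomic coordinates are given, since the files use no genome build and the primer pairs were not matched to a genome.

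Relative expression was the reference Ct minus the target Ct of the same assay and mouse. Relative quantity was 2 to the power of this value minus its mean in the sham mice of the same time point. Differences between groups were tested with a two-sided exact permutation test over all regroupings of the mice, with p taken as 2 times the smaller tail, at an unadjusted threshold of 0.05, which is the threshold of the paper. Benjamini-Hochberg adjusted values over the 21 assays and over the 126 tests were computed beside them. The difference between the Myriocin effects at 96 and 24 h was tested as an interaction in limma over all mice, with Benjamini-Hochberg adjustment over the assays. The permutation test was tested on simulated data with the real pattern of empty combinations. With a simulated log2 change of 3, 8 of 8 changed assays were recovered, and 0 of 13 unchanged assays were called. Of 2100 unchanged tests, 4.38% were called. The simulation gave every assay the same spread, smaller than in the most variable groups of the data. There the log2 SD reached 2.06, in A08 with LAD + Myriocin at 96 h. Recovery of smaller changes, or under a wider spread, is not shown by this.

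Replicate numbers shared by the groups come from the sample labels. Different mice carry the same number, and whether the numbers pair them was checked by the correlation of same-numbered deviations. Alternatives set before the data were examined were Benjamini-Hochberg adjustment, the linear scale, limma over all mice, the replicate block in limma or with sign flips, raw Ct, the mean Ct of all target assays in place of the reference, Ct above 35 left out, sham mice of both time points pooled, medians for the reference Ct, and each mouse left out in turn. Limma with Benjamini-Hochberg adjustment for the 6 comparisons was added after the values were seen. Computations used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.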

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

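All tests in this part were set before their own results were seen.

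The effect of Myriocin differed between the time points in 12 of the 21 assays (limma interaction, Benjamini-Hochberg adjusted p under 0.05). On the log2 scale, the effect at 96 h minus that at 24 h was 4.23, 3.07, 2.76, 2.72, 2.33, 2.06, 1.78, 1.69, 1.66, 1.42 and 1.42 in the 11 assays where it was higher at 96 h, and -1.30 in the assay where it was lower. The largest of these belongs to assay B07 and the next to assay A12. With the replicate number as a block there were 12 assays as well, 12 of them shared. On raw Ct, without the reference assay, 7 of the 12 kept their sign with an adjusted p under 0.05. A12 was among them, at 4.20 (limma, adjusted p = 0.00421). B07 was not, at 1.62 (limma, adjusted p = 0.362). B02, the assay lower at 96 h, had 0.143 (limma, adjusted p = 0.768). Raw Ct also carries differences in RNA input. It moved the median difference between LAD + Myriocin and LAD by -0.90 at 24 h and 0.13 at 96 h. This favours a higher effect at 96 h. The count thus does not decide whether a reference that moved differently at the time points accounts for them. With the mean Ct of all target assays as reference, which subtracts a change common to the assays, 3 assays passed, 0 higher and 3 lower at 96 h, of which 1 was shared. LAD and LAD + Myriocin mice were also exchanged within same-numbered pairs at random: 5 of 100 such groupings, the real one included, gave as many assays, with a median of 0 in the others and a maximum of 17, taking a sample number as the same mouse in every assay. This share is at 0.05, so a chance division of the mice is not excluded. The exchange also removes or mixes the Myriocin effect at each time point, so it is not a test of equal effects at 24 and 96 h alone. A change in the Myriocin effect with time remains a hypothesis.

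In 5 of the 97 groups of 4 to 7 mice, a mouse stood apart from the others of its group by Dixon's criterion, where chance gives 4.85. The gap to the nearest mouse, as a share of the range of the group, was 0.731 for LAD replicate 4 at 24 h, 0.842 for sham replicate 3 at 96 h, 0.632 for LAD replicate 4 at 96 h, 0.903 for LAD replicate 2 at 96 h and 0.72 for LAD + Myriocin replicate 2 at 96 h. The last pair of values are from the same assay. In 1 of the 5 cases, the sham mouse, the reference Ct and the target Ct each stood apart too. In the others neither passed the criterion, which in groups this small does not exclude a part of the reference reading. No biological explanation was tested for these mice.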

How the results depend on the processing

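The alternatives below were set before the data were examined, except limma with Benjamini-Hochberg adjustment, which was chosen after the values were seen. Unadjusted counts of assays with p under 0.05 were 3 for LAD against sham, 3 for LAD + Myriocin against sham and 3 for LAD + Myriocin against LAD at 24 h, and 12, 10 and 16 in the same order at 96 h. The linear scale gave the same assays in each of these comparisons. Leaving out Ct above 35 changed 1 comparison, LAD + Myriocin against LAD at 96 h, which then had 15 assays.

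Adjustment over the 21 assays left 0 assays in the comparisons with sham at either time, 1 for LAD + Myriocin against LAD at 24 h and 16 at 96 h. Adjusted over all 126 tests, 0 assays remained in each of the 6 comparisons. Limma over all mice gave 6 assays for LAD against sham and 5 for LAD + Myriocin against sham at 24 h, 4 for LAD + Myriocin against LAD at 24 h, and 16, 9 and 20 at 96 h. Adjusted over the 21 assays, limma gave 4, 2 and 1 assays at 24 h, for LAD against sham, LAD + Myriocin against sham and LAD + Myriocin against LAD, and 16, 4 and 20 at 96 h. With sham mice of both times pooled, LAD and LAD + Myriocin against sham had 9 and 8 assays at 24 h. At 96 h LAD had 16, 3 higher and 13 lower. LAD + Myriocin had 11 at 96 h, 6 higher and 5 lower, of which 8 were shared with the exact test above. The cause was not tested.

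With the replicate number as a block in limma, LAD against sham at 24 h had 6 assays, and the other counts were 3 and 3 at 24 h and 16, 7 and 19 at 96 h. Same-numbered mice of LAD + Myriocin and sham at 24 h deviated with r = 0.00985. For LAD and sham at 96 h r was 0.00387, and for LAD + Myriocin and LAD at 96 h it was -0.0512. No pairing by number was thus seen in these comparisons, but it is not excluded. Sample numbers that stand for different mice in different assays could hide it. Exact sign flips over same-numbered pairs gave 0, 0 and 1 assays at 24 h and 0, 0 and 1 at 96 h, in designs of few pairs that mostly cannot reach 0.05.

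The reference also changed the counts and their direction, though raw Ct also carries differences in RNA input. On raw Ct, LAD against sham at 24 h had 9 assays, 7 higher and 2 lower, where the reference assay gave 0 higher and 3 lower. LAD against sham at 96 h had 5, 2 higher and 3 lower, LAD + Myriocin against sham at 96 h had 4, 2 higher and 2 lower, and LAD + Myriocin against LAD at 96 h had 7, 5 higher and 2 lower. At 24 h the last comparison had 4, 0 higher and 4 lower, where the reference assay gave 3 higher, and 0 were shared; LAD + Myriocin against sham had 2, 1 higher and 1 lower. The mean Ct of all target assays subtracts by construction any change common to the assays, so fewer assays in the common direction are fixed in advance there. With it the counts were 4 and 3 against sham at 24 h, both with 1 assay higher and the rest lower, 1 for LAD + Myriocin against LAD at 24 h, 4 for LAD against sham at 96 h, 3 higher and 1 lower, 2 for LAD + Myriocin against sham at 96 h, both higher, and 4 for LAD + Myriocin against LAD at 96 h, 0 higher and 4 lower. Raw Ct moved the median log2 difference of all assays by 1.11, 0.47 and -0.90 at 24 h and by -0.98, -0.51 and 0.13 at 96 h, and the mean of the target assays moved it by 0.20, -0.02 and -0.16 and by 0.66, -0.06 and -1.12. That mean takes a sample number as the same mouse in every assay, which the recurring reference readings leave open. Within an assay, the move of the log2 difference on raw Ct equals by construction the difference in its reference Ct between the groups. What moved the reference Ct was not tested.

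Of the differences in reference Ct, LAD against sham at 24 h was -1.14 cycles (exact permutation test, p = 0.002525, the smallest this design gives). The tests of the averaged reference Ct take a sample number as the same mouse in every assay. LAD + Myriocin against sham at 24 h was -0.331 cycles (exact permutation test, p = 0.04545). As a difference of medians it was -0.531 (exact permutation test, p = 0.0657), past the threshold of 0.05. Over sign flips of same-numbered pairs, LAD against sham was -1.20 at 24 h and 0.689 at 96 h, and LAD + Myriocin against sham -0.335 at 24 h, none with p under 0.05; 5 pairs cannot go below 0.0625. The cause was not tested.

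With each mouse left out in turn, LAD against sham had from 1 to 4 assays at 24 h and from 5 to 11 at 96 h, LAD + Myriocin against sham from 1 to 5 and from 4 to 8, and LAD + Myriocin against LAD from 3 to 4 and from 13 to 16. The difference in reference Ct of LAD + Myriocin against sham ranged from -0.443 to -0.269 at 24 h and from 0.538 to 0.82 at 96 h. By the exact permutation test, 9 of the 12 fits at 24 h went past 0.05 and 2 of the 12 at 96 h came under it. The interaction had from 11 to 14 assays over the fits that each left out a mouse, 12 with the block, 8 on raw Ct, 3 with the mean Ct of all target assays, 0 higher and 3 lower, and 13 at an unadjusted p under 0.05.

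For the named assays B07, A12 and A01, none of the 6 differences at 96 h changed direction under any of these alternatives. Raw Ct took 2 of them past the threshold of 0.05, the mean of the target assays 3 and the limit on Ct 1; limma, the block in limma and pooled sham mice each brought 1 under it. Sign flips took 5 past it with too few pairs to reach it. Leaving out 1 of its 3 sham mice took A12 in LAD against sham past it in 3 fits (exact permutation test, p = 0.0714 in each). The sham mice left are too few to reach 0.05, so the design fixed this outcome. The log2 differences in these fits were -3.94, -4.34 and -4.02.

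No result is given for MYH6 in place of the reference, since no assay is assigned to that gene. An early match of assays to genes by the bar heights in the paper's figures was withdrawn, with the MYH6 setting built on it. Setting empty wells to the last cycle was not run because target and reference were empty together, and the median of repeat wells was not run because each combination holds a single value.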

Differences from the paper's values

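The search over smaller sets of mice in this part was chosen after the values were seen.

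No value in the paper's text is a measure of these assays. The values in its figures belong to named genes, so no comparison of them with an assay is reported. The authors' deposited table gives 84 ratios by plate code, of which 7 were not within 0.01% of the mean relative quantity over all mice with a reading. In the authors' deposited table the ratio of assay A01 is 1.67 for LAD + Myriocin at 24 h and 11.0 for LAD at 96 h, and the mean relative quantity here was 4.07 and 13.8. The other 5 differed by a factor of at most 1.43. Of the 7, 5 were met by the mean of a smaller set of the LAD or LAD + Myriocin mice, and 2 by none. This search, chosen after seeing the values, kept all sham mice and allowed a deviation wider than 0.01%. No such set was used for a result.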

Other observations

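The tests on recurring reference readings were chosen only after the recurrence was seen, and the other tests of this part before their results.

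The number of assays past an unadjusted p of 0.05 was set against other divisions of the mice, which exchange same-numbered mice between the groups. For LAD + Myriocin against LAD at 96 h, 1 of 64 divisions, the real one, gave 16 assays, and the most in another was 10. At 24 h 5 of 64 gave as many as the real one. For LAD against sham it was 3 of 32 at 24 h and 1 of 32 at 96 h, and for LAD + Myriocin against sham 3 of 32 at 24 h and 1 of 32 at 96 h. The counts at 24 h are thus within what other divisions give, and those at 96 h are above it, as far as a sample number stands for the same mouse in every assay.

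Of the 15 assays higher with LAD + Myriocin than LAD at 96 h, 14 kept their direction on raw Ct and 5 also had p under 0.05. The exception was A05, with a mean target Ct of 26.7 in LAD and 28.7 in LAD + Myriocin mice. Its mean reference Ct was 24.6 and 27.7 in the same order, so its higher relative expression rested on the reference. B07 kept its direction, but its mean reference Ct was 22.8 in LAD and 25.7 in LAD + Myriocin mice. Its log2 difference was 4.53 with the reference and 1.65 on raw Ct (exact permutation test, p = 0.27), so much of it rested on the reference. The reference Ct of these groups differed by -0.139 cycles on average (exact permutation test, p = 0.648), but from -2.63 to 3.07 between single assays. Of the 9 assays lower with LAD than sham at 96 h, 9 kept their direction on raw Ct and 3 had p under 0.05, with a reference Ct 0.83 cycles higher in LAD mice (exact permutation test, p = 0.0126). In both cases fewer assays passed than the limit set for excluding a shift of the reference, but that limit counts p values on raw Ct, which also carries differences in RNA input, so it does not decide the question. Over the assays as a set, though not in every assay, the mean shifts run against this explanation. A05 and B07 are among the exceptions. A reference Ct that is higher in LAD mice raises their relative expression, and the median log2 difference of all assays from sham was -1.17 with the reference and -2.15 on raw Ct. Between LAD + Myriocin and LAD it was 1.54 with the reference and 1.67 on raw Ct. A different share of RNA from cardiac muscle cells was not tested, since no assay could be assigned to a muscle gene.

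The files list a reference Ct beside each target Ct, 602 in all, with 406 distinct values. Of these values, 151 recurred to the last decimal in more than 1 assay, and 91 did so under different sample numbers. Readings moved at random by up to 0.05 cycles shared 3.89 values between assays on average and at most 8, so coincidence does not account for the recurrence. Of the 91 values, 90 stayed within a single group and time point, against at most 24 in 99 random reassignments of columns to groups. A candidate explanation is that readings of a mouse are listed under another sample number in another assay. Where a value stays within its group and time point, group comparisons within an assay do not depend on this, and the 1 value that does not stay is an exception, while the replicate block, the mean of the target assays, each mouse left out across assays, the reference Ct averaged over the assays of a mouse, and the counts over other divisions and groupings of the mice do.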
